A study of Arabidopsis thaliana with 16 samples.

How the data were processed

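Gene expression was measured by RNA sequencing in whole germinating seeds of wild-type Arabidopsis thaliana, ecotype Col-0. Per the labels' protocols, seeds were imbibed for 3 days at 4 °C and then kept on diluted Murashige and Skoog medium in constant light at 22 °C. At 24 hours after imbibition they were moved to the same medium in liquid form with 60 mM glucose, with 5 µM of the hormone abscisic acid (ABA), or with both, for 6 hours, so that harvest fell at 30 hours. A control group was kept alongside, and its labels give no added compound. Each of the 4 groups has 4 libraries that the labels call biological replicates, 16 libraries in all. Groups and replicate numbers were taken from the sample labels. The labels give no sequencing batch or date, so none could be entered in a fit.

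Per the labels' protocols, total RNA was extracted with a plant RNA kit, treated to remove DNA, made into libraries with a KAPA mRNA HyperPrep kit and sequenced in paired ends on an Illumina HiSeq instrument. The deposited table holds estimated counts per gene for 27655 genes. The file heading calls the counts raw, but 4057 genes have values with decimals, which whole read counts cannot have. Between 6.44% and 8.57% of a library's values have decimals. The aligner, the counting tool, the genome build, the annotation and the use of strand are not stated in the labels or the file headers. A further 16 columns of the table belong to other samples and were not used here. Per the file headers, the authors also deposited 1 column of TPM for each library. These TPM values summed to between 945626 and 1037286 in the 16 libraries, so they had been scaled in a further way that the headers do not state, and they were treated as a signal of unknown scaling. Among genes with a mean count of at least 500, the ratio of this deposited signal to the counts departed from each gene's mean by -0.023 to 0.025 on the log2 scale for the middle 95% of genes.

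The estimated counts were rounded to whole numbers. The design written before the data were examined had named raw counts, and the test was otherwise kept as written. The main test was the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, a single fit of the 4 group means to all 16 libraries, and default settings. Genes were kept by filterByExpr with its minimum count of 10, which left 17083 genes and removed 10572. Fold changes are edgeR's fitted log2 values with its default prior count. Their standard errors are approximate, computed as the absolute log2 fold change divided by the square root of the F statistic. P-values were adjusted by Benjamini and Hochberg over the tested genes of each contrast, and a gene is said to be called at an adjusted p under 0.05. The 6 contrasts were glucose against control, ABA against control, ABA plus glucose against control, ABA plus glucose against ABA, ABA plus glucose against glucose, and the interaction. The interaction is the glucose effect with ABA minus the glucose effect without ABA. Gene values are CPM on TMM-scaled library sizes.

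Library totals ran from 9360552 to 17794702 counts. At these depths a count of 3, the upper limit that a count of 0 allows, corresponds to 0.169 to 0.32 CPM. Such limits cover counting error only, since reads copied by PCR are not independent molecules. Replicates were compared before they were averaged. The lowest chi-square per gene between replicates of a group was 1.79, and pairs of replicates correlated across genes at r of 0.9795 to 0.9931, so each library was counted as its own replicate.

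Before the data were examined, 5 gene lists were fixed from general knowledge of the field: 27 ABA-induced, 14 sugar-repressed, 7 sugar-induced, 10 seed storage and 18 light-harvesting genes. Each list was tested in 3 contrasts with fry, the rotation test of limma 3.58.1, on the same fit, two-sided, with Benjamini-Hochberg adjustment over the 15 tests. The list value is the median fitted log2 fold change of the tested members. Counts of called members are given over all genes tested and adjusted over the list alone. Tests of the 5 lists on the interaction, adjusted over those 5, were added after other results had been seen. The rule for named genes was also fixed before the data were examined. For each contrast it takes the 3 genes with the largest rise and the 3 with the largest fall among called genes with more than 3 counts in every library of the groups compared. For the 5 pairwise contrasts, every library of either group must also lie above every library of the other. The 17 SWEET sugar transporters and the ABA receptors PYL4, PYL5 and PYL6 were named in advance. Members of the lists that are printed one by one were picked after their values had been seen.

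Each procedure was first tested on simulated counts for 17083 genes drawn from the means and sizes of the real libraries, with 200 genes changed by known factors. The pairwise test recovered 91.5% of the changed genes, and 98% of those changed 4-fold, with 3.68% of its calls false. The interaction test recovered 90% with 3.74% of its calls false. In the simulated data the p from fry was 3.54e-19 for a raised list and 0.267 for an unchanged list.

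Alternatives changed a single choice at a time. Those fixed before the data were examined were DESeq2 size factors used in edgeR, upper-quartile factors, no filter on low counts, a filter of at least 10 counts in every library, the replicate number as a block, the robust quasi-likelihood fit, a fit of only the groups compared, DESeq2 1.42.0 in place of edgeR, limma on log2 of the deposited TPM column plus 1, camera with its preset correlation in place of fry, and leaving out each library in turn. Offsets that remove each library's trend on gene length and GC content were added after the data had been seen. Contrasts that share libraries also share their chance values, so shares of genes between such contrasts are set beside 20 simulations in which the effect in question is absent or has a random direction. These simulations drew each gene on its own, so they hold no deviation of a library that many genes share.

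Gene symbols are those of the count table. The reference annotation TAIR10.1 was used for overlaps between genes, for gene length and GC content, and for descriptions, and 27445 of the 27655 identifiers matched it. The identifiers left over are those of plastid and mitochondrial genes. Since the build behind the counts is not stated, no coordinates are given. Near-identical transcripts of named genes were searched in that annotation with BLAST+ 2.17.0. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.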

Results

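The dataset holds messenger RNA counts of 16 libraries from whole germinating wild-type seeds, 4 libraries in each of 4 groups. Seeds received no addition (control), 60 mM glucose, 5 µM ABA, or both compounds for 6 hours and were harvested 30 hours after imbibition. ABA is the plant hormone that delays germination, and glucose serves both as a sugar and as a signal in seeds. Library totals ran from 9432451 to 13532720 counts in control, 9698419 to 12793206 in glucose, 9360552 to 17794702 in ABA and 11316409 to 14809626 in ABA plus glucose libraries. The smallest library was ABA replicate 3, and the largest was ABA replicate 1. The most abundant transcript in every library was ICL, which encodes isocitrate lyase and took 2.26% to 2.61% of the counts. Of 27655 genes counted, 17083 passed the filter on low counts and were tested. The biological coefficient of variation between replicates was 7.88%.

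The first principal component of log2 CPM took 54.4% of the variance and separated the 8 libraries with ABA from the 8 without. Libraries with ABA alone scored from 38.3 to 39.6 on it, and libraries with ABA plus glucose scored from 22.6 to 26.3. The second component took 10.1% of the variance, and all glucose libraries scored below all control libraries on it. ABA replicate 3 had the highest score on it, 27.2, against -3.4 to 5.2 for the other ABA libraries. The third component took 7.08% and set ABA replicate 3, at -33.3, apart from the other ABA libraries, which lay between 7.1 and 10.9.

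**Figure D1:**
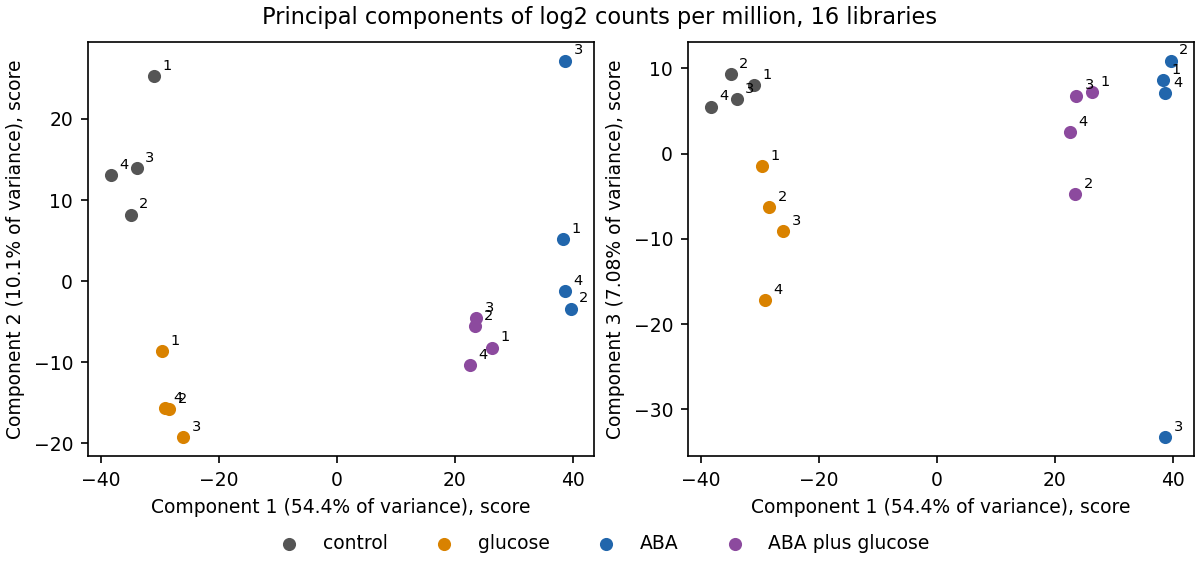
Scores of the 16 libraries on principal components 1 and 2 (left) and 1 and 3 (right) of log2 CPM, 1 point per library, coloured by group and numbered by replicate. Libraries with and without ABA lie apart on component 1, and ABA replicate 3 lies at -33.3 on component 3. That library also has the highest score on component 2, 27.2.

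The glucose and control libraries address which transcripts changed with glucose when no ABA was added. The labels name no osmotic control for 60 mM glucose, so every glucose contrast includes any osmotic effect. In edgeR's quasi-likelihood test 658 genes were called higher and 1279 lower with glucose, and 4441 genes had an unadjusted p under 0.05. Of the called genes 148 changed at least 2-fold, 12 of them higher and 136 lower. That count moved most when limma was run on the deposited TPM column, where it was 45. The number of higher genes fell to 419 without control replicate 1, and to 381, 343 and 366 without glucose replicates 2, 3 and 4. The number of lower genes fell to 816 without glucose replicate 3. Of the genes called with glucose 34% were higher, against 48.3% with offsets for gene length and GC content. The excess of lower over higher genes therefore depended on that choice.

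The largest rise under the rule for named genes was that of GPT2 (AT1G61800, a glucose-6-phosphate/phosphate translocator). It went from 18.7 ± 0.56 to 85.3 ± 7.1 CPM (mean ± SD, n = 4, here and in all gene values), a log2 fold change of 2.18 with a standard error of 0.073. Its adjusted p was 7.16e-15 in edgeR's quasi-likelihood test. Here and for all genes the rule names in the 5 pairwise contrasts, every library of a group lay above every library of the other. Replicates within a group could still spread wider than the group means differed. CML12 (AT2G41100, calmodulin-like protein 12) rose from 1.95 ± 0.33 to 4.59 ± 1.6, by 1.22 on the log2 scale (adjusted p = 0.00483, edgeR). It overlaps AT2G41105, whose transcript it matches at 100% over 154 bases. NIA2 (AT1G37130, nitrate reductase 2) rose from 39.1 ± 3.6 to 90.7 ± 4, by 1.21 (adjusted p = 1.57e-09, edgeR). The largest falls were those of AT3G22530, RPS14 and XERO2. AT3G22530, annotated as a heat shock protein, went from 10.1 ± 1.9 to 2.41 ± 1.6, a log2 fold change of -2.05 (adjusted p = 0.00853, edgeR). It lies opposite AT3G22520, matches it over 1032 bases and has decimal counts in 15 libraries, so its counts are uncertain, and it was no longer called in the robust fit or with DESeq2. The plastid gene RPS14 (ATCG00330, ribosomal protein S14) went from 18.5 ± 12 to 4.98 ± 1.3, a log2 fold change of -1.94 (adjusted p = 0.00287, edgeR). Control replicate 1 held 36.8 CPM of it against 9.94 to 14.1 in the other control libraries. All plastid genes together took 0.672% to 1.04% of the counts in control and 0.555% to 0.676% in glucose libraries. The fall of RPS14 was not separated from that of plastid RNA as a whole. XERO2 (AT3G50970, a dehydrin) went from 2.64 ± 1.3 to 0.725 ± 0.098, a log2 fold change of -1.93 (adjusted p = 0.0019, edgeR).

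The ABA and control libraries address the response to ABA alone. ABA raised 2749 genes and lowered 3075 in edgeR's quasi-likelihood test, and 7378 genes had an unadjusted p under 0.05. At least 2-fold changes were seen in 461 higher and 569 lower genes. The share of called genes that were higher was 47.2%, and it was 34.9% under upper-quartile factors. No single library moved these counts by more than 1.5 times.

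RD29A (AT5G52310, a low-temperature-induced protein) rose from 2.71 ± 0.7 to 243 ± 13 CPM, a log2 fold change of 6.44 ± 0.13 (SE) with an adjusted p of 5.96e-20 in edgeR. AT2G42560, which encodes a late embryogenesis abundant protein, rose from 15.4 ± 2.8 to 1000 ± 240, by 6.01 on the log2 scale (adjusted p = 1.04e-18, edgeR). EM1 (AT3G51810, Em-like protein GEA1) rose from 20.9 ± 3.8 to 918 ± 140, by 5.44 (adjusted p = 1.04e-18, edgeR). Among the genes that fell, PMEI12 (AT5G46960, pectinesterase inhibitor 12) went from 9.67 ± 1.3 to 0.725 ± 0.27, a log2 fold change of -3.67 (adjusted p = 7.03e-10, edgeR). Its transcript is 93.478% identical to that of AT5G46950 over 598 bases. AT2G27420, of the cysteine proteinase family, went from 8.55 ± 0.73 to 0.673 ± 0.27, a log2 fold change of -3.64 (adjusted p = 6.41e-12, edgeR). OCT3 (AT1G16390, organic cation/carnitine transporter 3) went from 6.79 ± 0.8 to 0.552 ± 0.079, also -3.64 (adjusted p = 1.47e-09, edgeR).

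With both compounds, 1919 genes were called higher and 2409 lower than in control libraries (edgeR quasi-likelihood test), and 6149 had an unadjusted p under 0.05. At least 2-fold changes numbered 309 higher and 475 lower. RD29A and AT2G42560 again rose most, by 5.48 and 4.91 on the log2 scale. NADP-ME1 (AT2G19900, NADP-dependent malic enzyme 1) came next, from 2.12 ± 0.65 to 51.7 ± 1.9 CPM, with a log2 fold change of 4.57 (adjusted p = 5.76e-18, edgeR). OCT3 changed by -3.64 and AT2G27420 by -3.43. AT5G45950, a GDSL esterase/lipase, went from 7.19 ± 0.54 to 0.709 ± 0.14, a log2 fold change of -3.33 (adjusted p = 2.08e-11, edgeR).

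**Figure D2:**
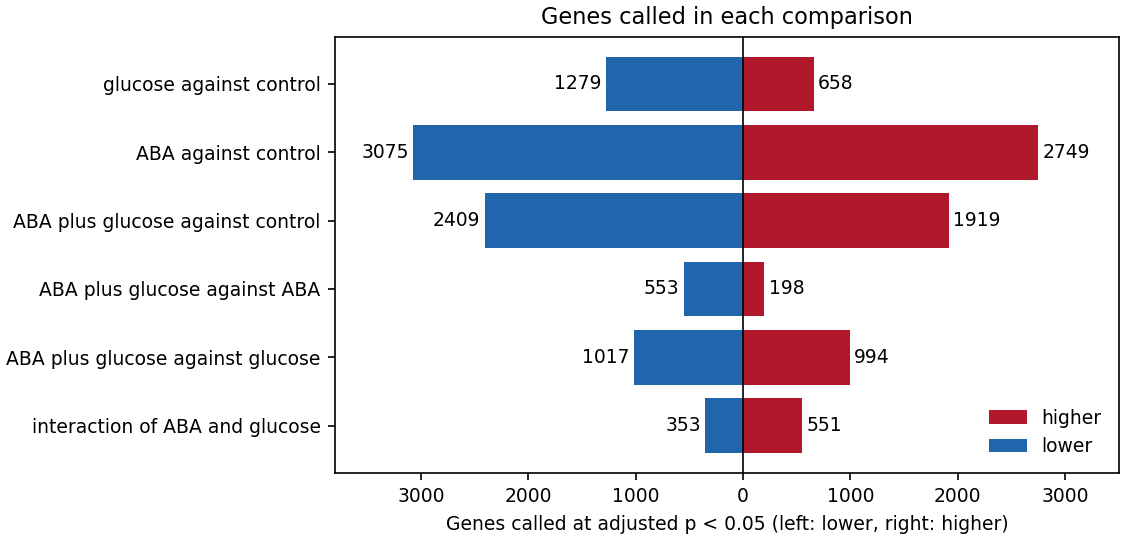
Number of genes called at an adjusted p under 0.05 by edgeR in each of the 6 contrasts, with lower genes drawn to the left and higher genes to the right of 0. ABA against control called the most genes, 2749 higher and 3075 lower, and ABA plus glucose against ABA the fewest, 198 higher and 553 lower.

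ABA plus glucose and ABA libraries address what glucose changed when ABA was present. Here 198 genes were called higher and 553 lower in edgeR's quasi-likelihood test, and 2570 had an unadjusted p under 0.05. At least 2-fold changes numbered 8 higher and 69 lower. The number of higher genes was 309 with offsets for gene length and GC content and 99 with only these groups in the fit. It was 131 without ABA replicate 1, 131 without ABA replicate 4, and 118, 121, 107 and 127 without ABA plus glucose replicates 1, 2, 3 and 4. The number of lower genes stayed between 385 and 628 in the 8 fits that each left out a library of these groups.

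GPT2 was again among the genes with the largest rise, from 9.5 ± 0.85 with ABA to 21.4 ± 0.96 CPM with both compounds, a log2 fold change of 1.17 ± 0.086 (SE; adjusted p = 1.18e-08, edgeR). AT3G22540, a gene of unknown function, rose from 1.58 ± 0.26 to 3.77 ± 0.55, by 1.26 on the log2 scale (adjusted p = 0.00116, edgeR). AT1G25150, an F-box/kelch-repeat gene, rose from 1.38 ± 0.72 to 4.03 ± 0.95, by 1.51 (adjusted p = 0.0328, edgeR). Its transcript matches that of AT1G24800 at 100% over 1609 bases and has decimal counts in 15 libraries, so its counts are uncertain. It was not called in the robust fit, with DESeq2, or without any of ABA replicates 1 and 4 and ABA plus glucose replicates 1, 2 and 3, where its log2 fold change was 1.66, 1.26, 1.53, 1.47 and 1.36. The largest falls were those of AT3G05260, AT3G16120 and ASN1. AT3G05260, a homolog of glucose and ribitol dehydrogenase, went from 27.8 ± 1.3 to 6.08 ± 0.64, a log2 fold change of -2.2 (adjusted p = 8.29e-12, edgeR), and overlaps AT3G05250 on the opposite strand. AT3G16120, a dynein light chain, went from 4.82 ± 1.8 to 1.11 ± 0.28, a log2 fold change of -2.12 (adjusted p = 2.95e-05, edgeR). ASN1 (AT3G47340, asparagine synthetase) went from 5.89 ± 1.2 to 1.44 ± 0.27, a log2 fold change of -2.04 (adjusted p = 2.05e-06, edgeR), and overlaps AT3G47341 on the opposite strand. Control libraries held 0.759 ± 0.4 CPM of ASN1.

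ABA plus glucose and glucose libraries address what ABA changed when glucose was present. ABA raised 994 genes and lowered 1017 (edgeR quasi-likelihood test), and 3748 had an unadjusted p under 0.05. At least 2-fold changes numbered 331 higher and 190 lower. AT2G42560 rose by 5.7, RD29A by 5.62 and NADP-ME1 by 4.81 on the log2 scale. OCT3 changed by -2.78. SLAH3 (AT5G24030, an anion channel) went from 2.71 ± 0.69 to 0.471 ± 0.13 CPM, a log2 fold change of -2.48 (adjusted p = 1.15e-06, edgeR). AT2G02680, of the C1 domain family, went from 6.12 ± 0.52 to 1.14 ± 0.37, a log2 fold change of -2.42 (adjusted p = 1.08e-09, edgeR).

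The interaction contrast tests whether the glucose effect differed with and without ABA, which is the same as whether the ABA effect differed with and without glucose. It called 551 genes higher and 353 lower, 904 in all, in edgeR's quasi-likelihood test, and 3313 had an unadjusted p under 0.05. Changes of at least 2-fold numbered 93 higher and 39 lower. The number of higher genes was 846 without ABA replicate 3, and 360, 358, 366 and 335 without glucose replicates 3 and 4 and ABA plus glucose replicates 1 and 3. The number of lower genes was 587 without ABA replicate 3, 232 without glucose replicate 4 and 226 without ABA plus glucose replicate 3. Without that last library 83 genes changed at least 2-fold. Of the 904 genes, 852 were also called in ABA against control, and for 847 of these the interaction had the sign opposite to the ABA change. Both calls use the control and ABA libraries. In 20 simulations where the interactions of the called genes had a random direction, the signs were opposite in 49.7% to 58.1% of the genes called in both, against 99.4% here. In 20 simulations of effects that simply add on the log2 scale, at most 1 gene was called in the interaction.

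PMEI12 had the largest positive interaction, 2.37 ± 0.44 on the log2 scale (SE; adjusted p = 0.00249, edgeR). It fell from 9.67 ± 1.3 to 3.83 ± 1.5 CPM with glucose alone, and stood at 0.725 ± 0.27 with ABA and 1.61 ± 0.75 with both. HEC2 (AT3G50330, a transcription factor) had an interaction of 2.03 (adjusted p = 0.00263, edgeR), with 6.27 ± 1 in control, 1.9 ± 0.57 in glucose, 1.36 ± 0.77 in ABA and 1.59 ± 0.25 in ABA plus glucose libraries. WRKY26 (AT5G07100) had an interaction of 1.98 (adjusted p = 0.00475, edgeR), with 2.48 ± 0.46, 0.972 ± 0.23, 0.663 ± 0.083 and 1.03 ± 0.42 in the same groups. The largest negative interactions were -1.77 for AT5G45310 (adjusted p = 0.000578, edgeR), -1.61 for AT3G05260 (adjusted p = 0.000853, edgeR) and -1.46 for the protein phosphatase gene AT5G26010 (adjusted p = 0.0401, edgeR). AT5G45310 stood at 2.43 ± 0.43 in control, 2.67 ± 0.75 in glucose, 28.9 ± 3.3 in ABA and 9.34 ± 2.4 in ABA plus glucose libraries. AT5G26010 stood at 0.966 ± 0.28, 0.699 ± 0.19, 2.38 ± 0.23 and 0.644 ± 0.17. The call of AT5G26010 was lost with no filter on low counts. It was also lost in 10 of the 16 fits that each left out a library, with the interaction at -1.46 without control replicate 2, -1.27 without control replicate 3, -1.45, -1.34 and -1.4 without glucose replicates 2, 3 and 4, -1.46, -1.49 and -1.42 without ABA replicates 1, 2 and 4, and -1.38 and -1.33 without ABA plus glucose replicates 3 and 4.

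Across the 17083 genes, which are not independent replicates, the ABA effects without and with glucose correlated at a Pearson r of 0.83 and a Spearman rho of 0.57. The glucose effects without and with ABA correlated at an r of 0.18 and a rho of 0.1. Neither pair of effects shares a library. With no filter on low counts the values of r fell to 0.38 and 0.03. Of the genes called with glucose alone, 169 were also called in the same direction with ABA present and 51 in the opposite direction. Among the genes called in ABA against control, 81.6% had an estimate of the opposite sign in ABA plus glucose against ABA, 87.2% of the raised and 76.6% of the lowered genes. These contrasts share the ABA libraries, and in 20 simulations without a glucose effect the share was 58.1% to 59.9%. Of the 751 genes called in ABA plus glucose against ABA, 657 were also called in ABA against control, and 634 of these changed in the opposite direction. That is 96.5%, against 47.4% to 55.5% in 20 simulations where the changes of the called genes in ABA plus glucose against ABA had a random direction.

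**Figure D3:**
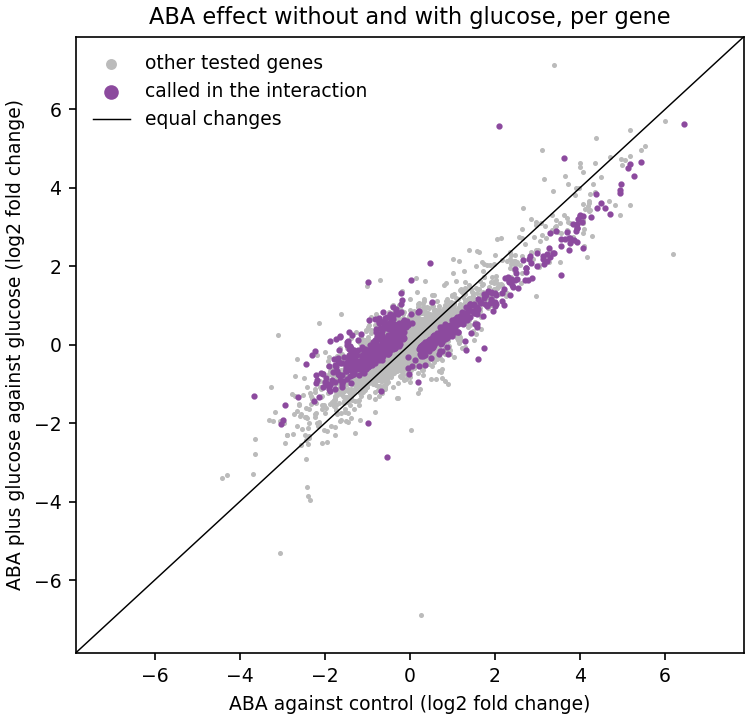
Fitted log2 fold change of ABA plus glucose against glucose (vertical axis) over that of ABA against control (horizontal axis), 1 point per tested gene, with genes called in the interaction in purple and the line of equal changes in black. Most purple points lie closer to 0 on the vertical than on the horizontal axis, and 847 of the 852 that were also called with ABA alone had an interaction of the sign opposite to that change.

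Of the 27 genes of the ABA-induced list 25 were tested. Their median log2 fold change with ABA was 2.33, with 22 called higher and 2 lower over all genes tested and the same numbers adjusted over the list alone (fry, adjusted p = 1.44e-11). Among the alternatives this median moved most with at least 10 counts in every library (ABA-induced list, ABA against control), to 2.22. The 2 that were called lower were ABI1, at -0.3, and ATHB12, at -0.51. ABI1 overlaps MKK1 on the opposite strand. The call of ATHB12 was lost with only the groups compared in the fit, where the value was -0.5, and without control replicates 1 or 4 or ABA replicates 1 or 2, where it was -0.45, -0.45, -0.44 and -0.39. In ABA plus glucose against ABA the list median was -0.6, with none called higher and 19 called lower, 21 adjusted over the list alone (fry, adjusted p = 2.79e-06). With glucose alone it was -0.27, with 5 called lower, 6 adjusted over the list alone (fry, adjusted p = 0.0187). That call was lost without control replicate 1, where the median was -0.23, and without glucose replicates 3 or 4, where it was -0.25 and -0.23. In the interaction the list median was -0.48 (fry, adjusted p = 0.0142). Leaving out glucose replicate 1 moved this median to -0.32.

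Within this list, RAB18 (AT5G66400) and LEA4-5 (AT5G06760) were picked for their size. RAB18 rose with ABA from 65.4 ± 16 to 949 ± 140 CPM and stood at 284 ± 27 with both compounds, log2 fold changes of 3.85 and -1.74 (adjusted p = 6.23e-16 and 1.18e-08, edgeR). It overlaps PLP3B on the opposite strand. LEA4-5 rose from 140 ± 28 to 1900 ± 120 and stood at 963 ± 69 with both, log2 fold changes of 3.77 and -0.98 (adjusted p = 2.57e-16 and 7.55e-06, edgeR). Their interactions were -1.18 and -1.03 (adjusted p = 0.000449 and 0.000644, edgeR).

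**Figure D4:**
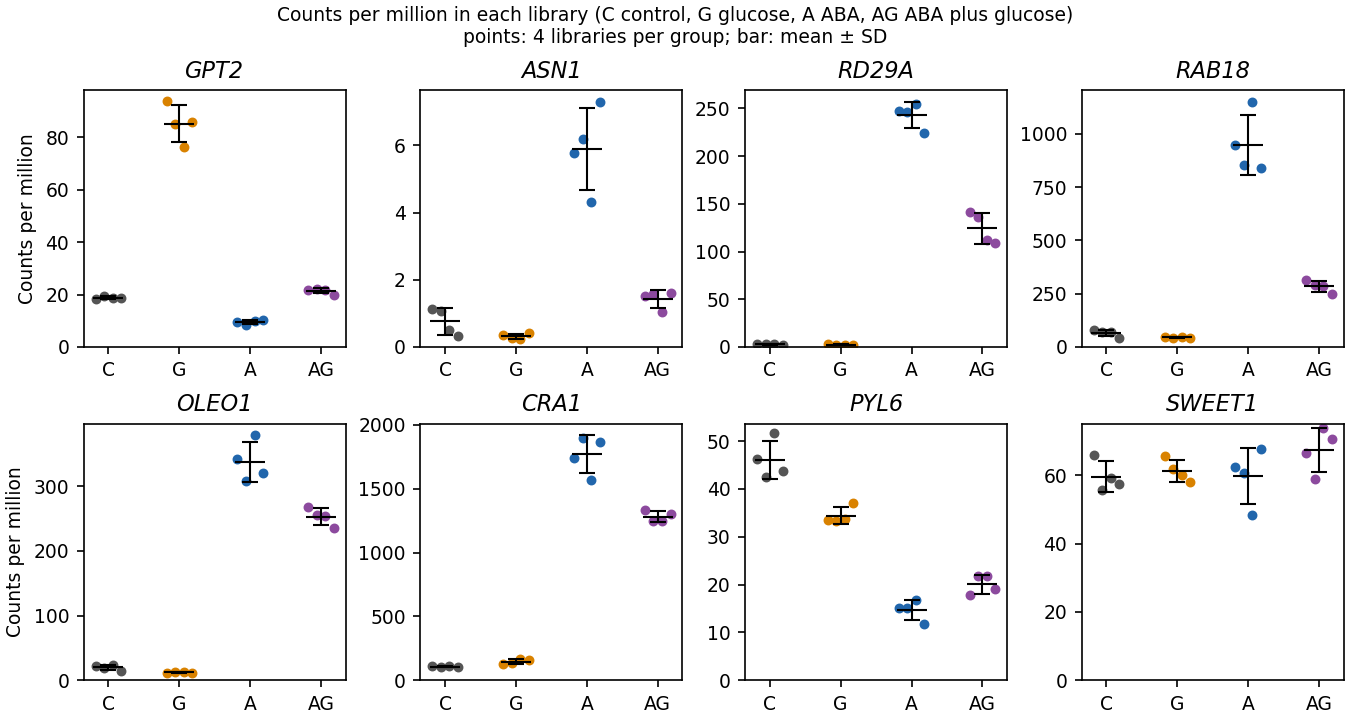
CPM of 8 genes in each of the 16 libraries, 1 point per library, with the mean and SD of the 4 libraries of each group (C control, G glucose, A ABA, AG ABA plus glucose), every axis starting at 0. RD29A, RAB18, OLEO1 and CRA1 stand higher with ABA than in control and lower with both compounds than with ABA, while the groups of SWEET1 overlap.

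All 14 genes of the sugar-repressed list were tested. With glucose alone their median log2 fold change was -0.44, with 8 called lower, 11 adjusted over the list alone, and none higher (fry, adjusted p = 8.49e-08). In ABA plus glucose against ABA it was -0.29, with 7 called lower and none higher, or 11 lower and 1 higher adjusted over the list alone (fry, adjusted p = 8.49e-08). With ABA alone 5 members were called higher and 5 lower, the same numbers adjusted over the list alone, and the median was -0.09 (fry, adjusted p = 0.812). The list was called lower there under upper-quartile factors, with a median of -0.14, and with the filter of at least 10 counts in every library, with a median of -0.23. The median was 0.03 without control replicate 1 and -0.06 without ABA replicate 4. In this list ASN1 rose with ABA by 2.91 on the log2 scale. ASN1 had 3 counts in control replicate 4 and was the only member that the filter of at least 10 counts left out. The call under that filter therefore concerns the list without ASN1. In the interaction the median was 0.03 (fry, adjusted p = 0.769), and it was not above 0 in 7 of the 16 fits that each left out a library. It was -0.04, -0.02 and -0.01 without control replicates 1, 3 and 4, -0.09 without glucose replicate 3, 0 and -0.07 without ABA replicates 2 and 4, and -0.04 without ABA plus glucose replicate 1.

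Of the 7 sugar-induced genes 4 were tested. Their median with glucose alone was 0.1, with 2 called higher and none lower, or 2 higher and 1 lower adjusted over the list alone (fry, adjusted p = 3.98e-07). It was 0.02 and 0.06 without glucose replicates 1 and 2, and 0.16 without glucose replicate 3 or 4. The members lay far apart, with GPT2 at 2.18, TPS5 at 0.28, APL3 at -0.07 and CHS at -0.32. The list was tested without GPT2 only in the interaction. In ABA plus glucose against ABA the median was 0.21, again with 2 called higher and none lower, or 2 higher and 1 lower adjusted over the list alone (fry, adjusted p = 0.000148). With ABA alone it was -0.4, with 1 called higher and 3 lower, the same adjusted over the list alone (fry, adjusted p = 0.00175). That call was lost with camera and, with a median of -0.39, without ABA replicate 3. In the interaction the median was 0.03 while fry called the list lower (adjusted p = 0.0357). That call was lost with upper-quartile factors, with no filter on low counts and with camera, and without any of control replicates 1 and 3, glucose replicate 2, ABA replicates 2 and 4 and ABA plus glucose replicates 3 and 4, where the medians were 0.02, 0.04, 0.06, 0.08, 0.06, 0.03 and 0.03. The median was 0 without control replicate 4, -0.01 without glucose replicate 3 and -0.06 without ABA replicate 3.

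**Figure D5:**
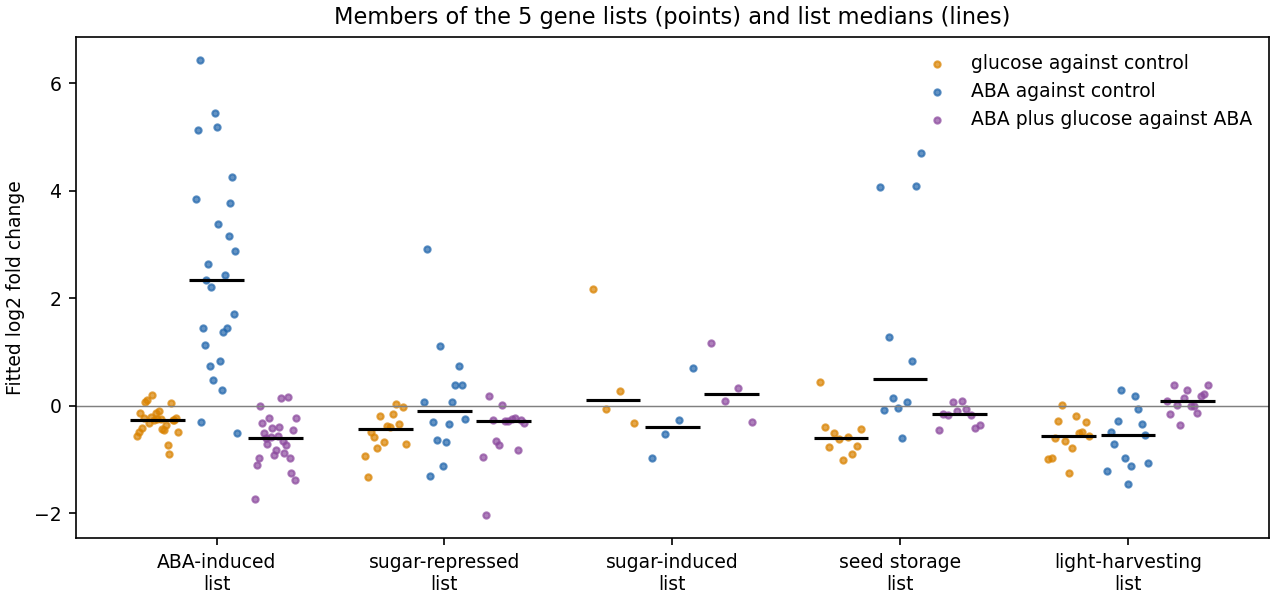
Fitted log2 fold changes of the tested members of the 5 gene lists, 1 point per gene, in glucose against control, ABA against control and ABA plus glucose against ABA, with a black line at each list's median. The ABA-induced list has medians of -0.27, 2.33 and -0.6 in these contrasts, and the sugar-repressed list has -0.44, -0.09 and -0.29.

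All 10 seed storage genes were tested. Their median with ABA was 0.49, with 5 called higher and 1 lower, the same adjusted over the list alone (fry, adjusted p = 5.11e-09). It was 0.76 without control replicate 1 and 0.32 without control replicate 4. With glucose alone the median was -0.6, with 1 called higher and 5 lower, or 1 higher and 9 lower adjusted over the list alone (fry, adjusted p = 0.0187). That call was lost without control replicates 1 or 3, where the median was -0.48 and -0.51. In ABA plus glucose against ABA the median was -0.16, with 3 called lower and none higher, also adjusted over the list alone (fry, adjusted p = 0.0715). It was -0.08 without ABA replicate 4 and -0.07 without ABA plus glucose replicate 4, and the list was called lower with camera and with offsets for length and GC. In the interaction the median was 0.52 (fry, adjusted p = 0.468), and 0.31 without control replicate 1.

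OLEO1 (AT4G25140, an oleosin of oil bodies) rose with ABA from 19.8 ± 4.1 to 338 ± 31 CPM, by 4.08 on the log2 scale, and OLEO2 (AT5G40420) from 10.5 ± 2.5 to 279 ± 18, by 4.71 (adjusted p = 1.46e-18 and 1.04e-18, edgeR). With both compounds they stood at 253 ± 13 and 218 ± 19, log2 fold changes of -0.42 and -0.36 against ABA (adjusted p = 0.0046 and 0.0248, edgeR). The call of OLEO2 was lost in limma on the TPM column and without ABA replicate 1 or ABA plus glucose replicates 2 or 4, where the value was -0.32, -0.33 and -0.32. Their interactions, 0.33 and 0.09, were not called (adjusted p = 0.215 and 0.831, edgeR), and that of OLEO2 was -0.02 without control replicate 3. OLEO1 overlaps AT4G25150 and OLEO2 overlaps PCMP-H15, both on the opposite strand. CRA1 (AT5G44120, a cruciferin) rose from 106 ± 4.5 to 1770 ± 150 with ABA and stood at 1280 ± 37 with both, log2 fold changes of 4.06 and -0.46 (adjusted p = 5.96e-20 and 0.000154, edgeR). Its interaction was -0.92 (adjusted p = 1.89e-05, edgeR), and it has decimal counts in 7 libraries.

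Of the 18 light-harvesting genes 13 were tested. Their median with glucose alone was -0.56, with 7 called lower and none higher, 11 lower adjusted over the list alone (fry, adjusted p = 0.000316). With ABA alone it was -0.55, with 8 called lower and none higher, 9 lower adjusted over the list alone (fry, adjusted p = 0.000158). In ABA plus glucose against ABA the median was 0.09, and no member was called over all genes tested or adjusted over the list alone (fry, adjusted p = 0.353). It was 0.22 without ABA replicate 2, -0.01 without ABA replicate 3 or 4, and 0.05 without ABA plus glucose replicate 1 or 3. In the interaction the median was 0.78 (fry, adjusted p = 0.00344).

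The series also concerns SWEET1, a member of the SWEET family of sugar transporters, which was therefore measured in these wild-type libraries. SWEET1 (AT1G21460) had 12323 counts over the 16 libraries and stood at 59.7 ± 4.5 CPM in control, 61.4 ± 3.2 in glucose, 59.8 ± 8.3 in ABA and 67.5 ± 6.4 in ABA plus glucose libraries. It overlaps SCL1 on the opposite strand. Its log2 fold changes were 0.04 with glucose, 0.01 with ABA and 0.17 for ABA plus glucose against ABA, and its interaction was 0.13 (adjusted p = 0.821, 0.96, 0.366 and 0.605, edgeR), none of them called, and the libraries of the 4 groups overlapped. The change with ABA was -0.05 under upper-quartile factors, and -0.02, 0 and -0.04 without control replicate 2, ABA replicate 1 and ABA replicate 4. The interaction was -0.02 with offsets for length and GC. SWEET15 (AT5G13170) had 3078 counts. It went from 19.4 ± 1.7 to 10.8 ± 1.7 with ABA, a log2 fold change of -0.82 (adjusted p = 2.64e-06, edgeR), and was not called for glucose alone, at 0.07, or for ABA plus glucose against ABA, at 0.2 (adjusted p = 0.727 and 0.437, edgeR). No other of the 17 SWEET genes had more than 8 counts in a library, and differences between groups in these were not detectable at this depth.

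The ABA receptor genes PYL4 (AT2G38310), PYL5 (AT5G05440) and PYL6 (AT2G40330) were lower with ABA. PYL4 went from 178 ± 8.9 to 79.2 ± 13 CPM, PYL5 from 85.3 ± 4.9 to 47 ± 6 and PYL6 from 46.1 ± 4.1 to 14.6 ± 2.1, log2 fold changes of -1.17, -0.86 and -1.67 (adjusted p = 6.12e-10, 1.04e-08 and 2.29e-12, edgeR). With glucose alone they stood at 130 ± 9.9, 64.7 ± 3.1 and 34.4 ± 1.7, changes of -0.45, -0.4 and -0.43 (adjusted p = 0.00171, 0.00163 and 0.00239, edgeR). With both compounds they stood at 90.3 ± 9.7, 53 ± 4.2 and 20.1 ± 2. Against ABA alone PYL6 was higher by 0.47 (adjusted p = 0.00584, edgeR), while PYL4 and PYL5, at 0.19 and 0.17, were not called (adjusted p = 0.315 and 0.304, edgeR). PYL4 was called there without ABA replicate 3, at 0.31. The interactions were 0.65, 0.57 and 0.89 (adjusted p = 0.00366, 0.00352 and 0.000272, edgeR).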

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

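The following tests were chosen only after their results had been seen: all tests by splitting or permuting the libraries, those of length and GC offsets and of ABA replicate 3 on the interaction count, that on the interaction genes not called in ABA plus glucose against ABA, those on the third principal component other than the one on sequence composition, and those on outlying gene values and on RPS14. The remaining tests on the interaction and on the lists were written down before the values they measure were seen.

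In 8 of 148 groups of 4 libraries, over 37 genes printed one by one, a library lay far from the other 3 by Dixon's test. Chance alone gives about 1 in 20 such groups, and the exact binomial test against that share gave p = 0.708, so chance among many groups covers their number. The values in CPM were 36.8 for RPS14 in control replicate 1 (others 9.94 to 14.1), 6 for PMEI12 in glucose replicate 1 (2.94 to 3.35), 0.846 for AT3G05260 in control replicate 4 (1.78 to 1.94), 1.8 for AT5G45310 in control replicate 4 (2.58 to 2.69), 89.4 for ABI1 in control replicate 2 (95.6 to 96.8), 16.8 for SWEET15 in control replicate 2 (20.1 to 20.3), 97.9 for PYL4 in ABA replicate 3 (70.4 to 75) and 37 for PYL6 in glucose replicate 4 (33.4 to 33.7). RPS14 is encoded in the plastid and stood at 2.97 times the mean of the other control libraries. More plastid RNA in the whole of control replicate 1 would raise the plastid share of counts as much, but that share was 1.32 times the mean of the others. What set RPS14 apart in that library remains open, and no biological explanation was tested.

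ABA replicate 3 lay at -33.3 on the third principal component, while the other ABA libraries lay between 7.1 and 10.9. On the second component it lay at 27.2, against -3.4 to 5.2 for the other ABA libraries. Its chi-square per gene with the other ABA replicates was 20.2 to 23, against at most 8.5 for other pairs of replicates. The SD of its log2 deviations from the other replicates of its group was 0.398. Low depth alone is argued against by control replicate 4, which has nearly the same total and an SD of 0.252. The deviation of ABA replicate 3 had a Spearman rho of 0.01 with gene length. A model on the sequence composition of transcripts, fitted on other genes, explained 6.6% of its variance, against up to 46.1% for another library. In a swap or mix with a library without ABA the ABA-called genes would change less. With the genes called without the library under test, 1001 to 1071 of them, their change was 0.94 of that in the other ABA libraries, the lowest of the 4 (0.97 to 0.99 for the others) but within the 0.9 to 1.1 set for an unmixed library. A swap or mix with another ABA-treated sample, or a small share of other RNA, was not tested. A difference in the handling or staging of this batch of seeds was not tested, and the labels name no batch.

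The interaction of ABA and glucose was past the threshold for 904 genes, a difference of the glucose effect between seeds with and without ABA. Of 100 permutations of the glucose labels within each ABA level, the real one included, 1 gave as many genes, and the most in another was 726. Such permutations break up the glucose effect itself along with its difference between ABA levels, so they do not test the interaction alone. Gene length and GC content do not account for most of it, since 723 of the genes were also called with offsets for both, where 886 genes were called in all. Without ABA replicate 3 the interaction called 1433 genes, 891 of the 904 among them, so that library did not create the calls. A few abundant genes do not account for it either: without the 20 most abundant genes, which took 7.97% to 8.89% of the counts, 848 of the genes were still called. Reads shared between genes would give decimal counts, but 727 of the genes had whole counts in every library, 80.4% against 80.1% of the other tested genes.

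The control libraries enter the interaction, so a deviation of all 4 of them would appear in it. ABA plus glucose against ABA uses no control library, and 261 of the 904 genes were called there in the direction of the interaction, while 632 were not called there. A call there shows a glucose effect with ABA, not that it differs without ABA. For the 261 and for the 632 genes alike, a glucose effect that differs with ABA and a deviation of the control libraries as a group cannot be told apart, since the dataset holds a single set of control libraries. Of the 904 genes 526 were called in glucose against control and not in ABA plus glucose against ABA, and 203 the other way round. A further 51 were called in both with opposite directions and 106 in neither, and the rest in both with the same direction. A biological interaction of sugar and ABA signals stays open.

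The same difference appeared in 3 gene lists. The light-harvesting list had a median interaction of 0.78, and the ABA-induced list had -0.48. With offsets for gene length and GC the medians were 0.73 and -0.55, with adjusted p of 0.0029 and 0.00355 by fry, so that trend does not account for them. Without control replicate 1 they were 0.78 and -0.51, each with an adjusted p of 0.00471. Over all alternatives with fry the adjusted p ranged from 0.000596 to 0.00914 (light-harvesting list, interaction of ABA and glucose) and from 0.00115 to 0.0347 (ABA-induced list, interaction of ABA and glucose), and both lists were also called with camera. The sugar-induced list, at a median of 0.03, was called lower by fry only through GPT2: without it 3 genes remained, and the p from fry was 0.473, so 1 gene carries that result. A deviation of the control libraries as a group was not excluded for the first 2 lists.

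Genes with called positive interactions, on the log2 scale, included PMEI12 (2.37), HEC2 (2.03), WRKY26 (1.98), PYL6 (0.89), PYL4 (0.65), PYL5 (0.57) and ABI1 (0.42). Called negative ones included EM1 (-0.78), RD29A (-0.82), NIA2 (-0.87), CRA1 (-0.92), GPT2 (-1.02), LEA4-5 (-1.03), RAB18 (-1.18), AT5G26010 (-1.46), AT3G05260 (-1.61) and AT5G45310 (-1.77). Other called genes, among them EM6 (-0.58), TSPO (-0.99), SESA3 (1.1) and LHCB1.5 (1.56), were not taken up one by one. The call of AT5G26010 was lost in 10 of the 16 fits that each left out a library, at values from -1.49 without ABA replicate 2 to -1.27 without control replicate 3. That of RD29A was lost with offsets for gene length and GC, at -0.76, and in 9 such fits, at -0.8, -0.87 and -0.72 without control replicates 2, 3 and 4, -0.7, -0.83 and -0.84 without glucose replicates 1, 2 and 4, -0.82 without ABA replicate 2, and -0.78 and -0.76 without ABA plus glucose replicates 3 and 4. The interactions of ABI1, EM1, RD29A, NIA2 and GPT2 were added after their values had been seen. No explanation was tested for these genes one by one.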

How the results depend on the processing

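Of the alternatives, the offsets for gene length and GC were chosen only after the data had been seen. Among 41 results other than single genes, each kept its direction and its side of the threshold, and each count stayed within 1.5 times its value, with DESeq2 size factors in edgeR. The same held for the 21 results to which the robust fit applied. Where a value below changed and no reason is given, the cause was not tested.

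Counts of genes changed at least 2-fold moved under some of the alternatives. With at least 10 counts in every library, which left 15616 genes tested, they were 65 for glucose against control, 641 for ABA against control, 450 for ABA plus glucose against control, 40 for ABA plus glucose against ABA and 293 for ABA plus glucose against glucose. Fewer genes were tested there. With limma on the deposited TPM column they were 45, 647, 453 and 324 in the same contrasts, leaving out ABA plus glucose against ABA, and 82 for the interaction. Genes higher in ABA plus glucose than in ABA numbered 309 with offsets for length and GC, among them all 198 called otherwise, and 99 with only the groups compared, of which 94 were shared. The share of calls that were higher went from 47.2% to 34.9% for ABA against control with upper-quartile factors and from 34% to 48.3% for glucose against control with the offsets.

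Of the lists, the sugar-repressed list was called with ABA at -0.14 with upper-quartile factors and at -0.23 with at least 10 counts in every library. That filter on counts left ASN1 out of the list. The sugar-induced list was no longer called with ABA at -0.4 with camera, nor in the interaction at 0.06 with upper-quartile factors, 0.02 with no filter on low counts and 0.03 with camera. The seed storage list was called in ABA plus glucose against ABA at -0.15 with the offsets and at -0.16 with camera. The correlation of the glucose effects was 0.03 and that of the ABA effects 0.38 with no filter on low counts, which brought 22613 genes into the test, and the latter was 0.78 with DESeq2.

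Leaving out 1 library at a time gave these ranges. Genes higher ran from 343 to 689 and lower from 816 to 1235 for glucose against control. Genes higher ran from 107 to 243 for ABA plus glucose against ABA. For the interaction genes higher ran from 335 to 846, lower from 226 to 587 and at least 2-fold from 83 to 151. List medians ran from -0.32 to -0.23 for the ABA-induced list with glucose, from -0.13 to 0.03 for the sugar-repressed list with ABA and from -0.09 to 0.05 in the interaction, from -0.43 to -0.36 for the sugar-induced list with ABA and from -0.06 to 0.08 in the interaction, from -0.73 to -0.48 for the seed storage list with glucose, and from -0.01 to 0.22 for the light-harvesting list in ABA plus glucose against ABA. The correlation of the ABA effects ran from 0.79 to 0.83.

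Among the 78 results of single genes, 725 comparisons with alternatives kept direction and side of the threshold, 10 were no longer called and 2 reversed. These 2 were SWEET1 with ABA, -0.05 with upper-quartile factors, and SWEET1 in the interaction, -0.02 with the offsets. In fits leaving out 1 library, 748 comparisons were unchanged, 31 were no longer called, 1 was newly called and 4 reversed: SWEET1 with ABA at -0.02, 0 and -0.04 without control replicate 2, ABA replicate 1 and ABA replicate 4, and OLEO2 in the interaction at -0.02 without control replicate 3. The ranges over these fits were -0.04 to 0.09 for SWEET1 and -0.02 to 0.19 for OLEO2. None of these 6 reversed values was called.

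The deviations of the libraries gave no sign that replicate numbers pair them across groups, which does not exclude a pairing. Deviations of the 24 same-numbered pairs correlated at r of -0.15 to 0.11, with a median of 0.025 and 1 value over 0.1, while other pairs lay between -0.18 and 0.24. With the replicate number as a block, all 41 results other than single genes kept direction, side of the threshold and size. AT1G25150 in ABA plus glucose against ABA, at 1.49, and AT5G26010 in the interaction, at -1.45, were no longer called, and no other call among the single genes changed. Depth limits 15 of the 17 SWEET genes, which had at most 8 counts in a library.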

Other observations

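Of the tests below, those by splitting the libraries and those on genes counted nearly only in control replicate 1 and on all-or-none counts were chosen only after the results had been seen.

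Each pairwise contrast of 4 against 4 libraries has 35 splits of its 8 libraries. In each of the 5 contrasts 1 of 35 splits, the real one, gave as many called genes. The most in another split was 0 for glucose against control and for ABA plus glucose against glucose, 3 for ABA plus glucose against control, 45 for ABA plus glucose against ABA and 146 for ABA against control. At an unadjusted p under 0.05 the real contrasts with 0 in all other splits had 4441 and 3748 genes.

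The glucose and ABA effects moved genes in like directions against control, with an r of 0.33 across 14015 genes, which are not independent replicates. Shared control libraries would give such a correlation, so the control libraries were split, 2 for each effect, in 6 ways. The median r was then 0.26 (0.15 to 0.35), against -0.02 to 0.03 in 20 simulations without a glucose effect, and 0.21 to 0.33 without control replicate 1. With the trend on gene length and GC removed it was again 0.26 (0.18 to 0.34). Deviations of single libraries with unlike replicate numbers in different groups correlated at -0.18 to 0.24. The range of the simulations is therefore too narrow as a measure of what deviations shared by many genes can give. Between groups that leave the control libraries out, the glucose effect with ABA and the change from glucose to ABA correlated at a median r of -0.55 (-0.65 to -0.48), against -0.02 to 0.01 in 20 simulations without a glucose effect with ABA. The ABA group enters both with opposite sign, on different libraries, so this value decides nothing about the control libraries. A shared response to both compounds and a deviation of all 4 control libraries cannot be told apart, since every effect that starts from untreated seeds uses the same 4 libraries.

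The interaction had the sign opposite to the ABA change in 847 of the 852 genes called both in the interaction and in ABA against control, and a candidate explanation is that glucose scales the whole response down by 1 factor. The median of the seed storage list went the other way, with 0.49 in ABA against control and 1.14 in ABA plus glucose against glucose. The interaction of this list was not called (median 0.52, fry, adjusted p = 0.468), with 1 member called higher and 1 lower. The lower one was CRA1, at -0.92 (adjusted p = 1.89e-05, edgeR). In 2740 genes chosen on other libraries the factor was 0.62, with 0.72 for 1238 raised and 0.51 for 1502 lowered genes. A contrast built on that single factor called 178 genes, 94 with a larger and 84 with a smaller change than the factor gives, against 0 to 1 in simulations, so a single proportion in every gene does not hold, although the control libraries enter this contrast as well. Among the calls the departures in log2 were 1.88 for OLEO1, 1.87 for OLEO2, 1.62 for RD29A, 1.38 for EM6 and -1.39 for GPT2, while RAB18 (0.28) and LEA4-5 (0.39) were not called. These genes were picked after their values had been seen. Why storage and stress genes depart from the factor was not tested.

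Control replicate 1 held 26 genes with at least 10 counts that had at most 2 in any other library, and the other libraries held 0 or 1 such gene. They summed to 1494 counts, 0.011% of the library, and among them were ATGRP9 with 572 and ATDR4 with 241. RNA from another tissue may be the source, and lists of root and leaf genes were looked up. The 5 of 7 root genes that other libraries nearly lack summed to 3 counts (2 in the highest other library), and the 7 of 26 such leaf genes summed to 45 (24 in the highest other library). Among the leaf genes LHCB2.1 had 20 counts, against at most 6 elsewhere, and CA1 had 0. These data do not give the level that a small share of root or green leaf RNA would bring, so the sums exclude neither source. The 26 genes include the peroxidases PER21 with 14 counts, PER22 with 22, PER23 with 13, PER39 with 20 and PER59 with 16. This test replaced a first one on sums over whole lists, which seeds express themselves. Other seedling tissue and carry-over between libraries were not tested.

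In 16 genes with at least 50 counts in a library, counts within a group were all or none, such as MBS1 with 0 in ABA replicate 3 and 475 to 764 in the other ABA libraries. Of these, 9 overlap another counted gene, against 30.2% of 14994 other genes (Fisher's exact p = 0.0302), and 14 have decimal counts, against 20.1% (Fisher's exact p = 1.46e-08). For the 14 genes with decimal counts, estimated counts that assign shared reads to one gene or another may therefore be the source. Folds of such genes, AT3G22530 among them, depend on that assignment. ATDR4 and AT1G67870 have neither decimal counts nor an overlap, so this source does not cover them. These and ATGRP9 and AT2G05510 are also among the 26 genes counted nearly only in control replicate 1. ATGRP9 had 572 counts there and at most 2 in any other library, and AT2G05510 had 167 and at most 1. For ATGRP9 and AT2G05510 decimal counts alone therefore do not decide the source.

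Within groups, the deviation of single libraries followed gene length with a Spearman rho from -0.66 in ABA plus glucose replicate 3 to 0.59 in control replicate 2, and GC content with a rho from -0.27 to 0.21. The rho with length was -0.61 in control replicate 1.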
